A study of Mus musculus with 6 samples.

How the data were processed

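Gene expression was measured by RNA sequencing in biliary epithelial cells from mouse liver, with 3 Control samples and 3 Sox9cKO samples. Per the labels, the Control genotype carried floxed Sox9 alleles and the Sox9cKO genotype carried the floxed alleles together with the AlbCre transgene. Total RNA was extracted with a kit for small samples, ribosomal RNA was depleted, and stranded libraries with unique molecular identifiers were prepared, per the labels' protocols. The aligner, the counting program, the genome build, the annotation and the use made of the molecular identifiers are not stated in the labels, so it is unknown whether PCR duplicates were removed or whether counting used the strand.

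The authors deposited a signal per gene and sample, namely gene counts divided by a single factor for each sample, as the deposited values show. Every value in a sample was a whole multiple of the smallest value above 0 in that sample. Dividing by that step gave whole reads for 100% of the values (tolerance 0.001 reads). The resulting factors were 1.19, 1.08 and 0.868 in Control replicates 1 to 3 and 1.01, 1.06 and 0.883 in Sox9cKO replicates 1 to 3, and they equalled the median-of-ratios size factors that DESeq2's rule gives on the same reads. The table held 25302 rows, of which 25301 had an Ensembl mouse gene identifier and the other was EGFP. The lowest total of a gene over the 6 samples was 10 reads, so rarer genes were not analysed here. Gene symbols were those of the table, where 278 were duplicates. All columns were matched to samples by the number given in the sample titles.

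The design had been fixed for normalized counts before the data were examined, and the unit found called for the test already chosen. Values were transformed as log2(value + 1). Genes with a mean of at least 10 normalized reads over the 6 samples were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend), with Benjamini-Hochberg adjustment and a threshold of 0.05. All tests were two-sided. Because of the pseudocount of 1, fold changes of genes with few reads are understated. A fold against a group with at most 3 reads in each sample was computed against that floor and is a lower bound. The floor and the intervals implied by read numbers cover counting error only.

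A total of 16 gene lists, named in the text where used, were written before the data were examined and compared with limma's camera (fixed correlation between genes of 0.01), with Benjamini-Hochberg adjustment over the lists. The genes named in the text followed a rule set at the same time: Sox9, Inhba and Sox4, then the 5 largest rises and the 5 largest falls among called genes with a proper symbol whose groups do not overlap, then at most 3 called genes per list, by p-value. Not every gene that this rule selects is reported here. Genes named outside this rule were chosen after their values were seen, apart from the sex-linked genes, which were in a list, and the most abundant transcripts.

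The labels number the replicates 1 to 3 in each group, and this numbering is the source of the pairing. The fit with the replicate number as a block is given beside the fit without it, because same-numbered samples deviated together. Count tests on the recovered reads were run as alternatives with edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0. The other alternatives were pseudocounts of 0.1 and 5, no filter, a minimum mean of 50, TMM factors, quantile normalization, no intensity trend, sample weights, and 6 fits that each left out 1 sample. For gene lists they also included camera with the correlation estimated from the data and limma's rotation test, fry. A further 6 alternatives were added after the data had been examined: covariates for an endothelial score and for Xist, a correction for transcript length and GC content with and without the block, voom weights, and a subtraction of background reads.

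The genome build of the table is unknown, so no coordinates are given. Transcript length, GC content and chromosome came from GENCODE mouse release M21 on GRCm38, in which 24811 of the table's rows (98.1%) had a match. Length and GC were known for 99.2% of the tested genes and for 100% of the called genes.

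The scripts were tested on simulated reads drawn from the means and library sizes of these samples, with 200 changed genes, no replicate effect and 5 draws. limma recovered 61.1% of the changed genes tested, and 85.5% of those changed by at least 2 on the log2 scale, while 8.04% of its calls were false. The false share was 14.6% for limma with the replicate block, 8.80% for edgeR, 13.8% for edgeR with the block and 23.3% for DESeq2, all above the nominal level. Of 100 simulated lists without a change, 3 had a camera p-value under 0.05. Genes were drawn independently in the simulation, so this count does not cover lists whose genes vary together.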

Results

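RNA was sequenced from intrahepatic biliary epithelial cells, the cells that line the bile ducts of the liver, in 3 mouse samples labelled Control and 3 labelled Sox9cKO. In the Sox9cKO genotype, floxed alleles of the transcription factor gene Sox9 are combined with AlbCre, a Cre recombinase transgene driven by the albumin promoter. The reads assigned to genes numbered 16191990, 14614561 and 11883496 in Control replicates 1 to 3, and 14804439, 15095616 and 12916257 in Sox9cKO replicates 1 to 3. Between 23743 and 25084 genes had at least 1 read in a sample. The 4 most abundant transcripts (mt-Rnr2, Malat1, mt-Rnr1 and Rn18s-rs5) took between 13.9% and 15.9% of the reads of each sample. All values below are normalized read counts, that is, reads divided by a size factor of the sample.

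The samples of a group resembled each other more than those of the other group, with some overlap. Pearson correlations across genes of the log2 values lay between 0.937 and 0.967 within groups (mean 0.956) and between 0.914 and 0.957 between groups (mean 0.937). Genes are not independent replicates, so these values only describe the libraries. The first principal component held 42.0% of the variance and placed the Sox9cKO samples at 56.0, 53.2 and 7.51 and the Control samples at -38.6, -3.39 and -74.7. The second held 26.0% and the third 17.4%. No libraries of a group agreed within sampling noise (chi-square per degree of freedom between 20.7 and 44.8), so none was a duplicate of another in its group. This check cannot show that the samples are independent replicates, because separately prepared libraries of any origin differ by more than sampling noise. The samples were counted as separate replicates on the basis of the labels.

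Sox9, the targeted gene (ENSMUSG00000000567), was examined first in every sample. Its normalized read counts were 6211, 6043 and 6293 in the Control samples (mean 6182 ± 127, SD, n = 3) and 3363, 3165 and 3340 in the Sox9cKO samples (mean 3289 ± 108, SD, n = 3). The direction in each library thus followed its label, and the Sox9cKO mean was 53.2% of the Control mean. The deposited values are per gene, so they do not show which part of Sox9 the remaining reads cover. They also cannot tell whether those reads come from intact or recombined alleles. The log2 fold change was -0.91 with a standard error of 0.095 (limma, Benjamini-Hochberg adjusted p 0.00501). With the replicate number as a block, the adjusted p from limma was 0.00295. Quantile normalization moved the log2 fold change most, to -0.9997.

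The first comparison asked which genes differ in expression between biliary cells of the Control and Sox9cKO genotypes. Among 17153 genes tested with limma, 510 had an adjusted p-value under 0.05, of which 349 were higher and 161 lower in Sox9cKO. The change was at least 1 on the log2 scale for 414 of them, 283 higher and 131 lower. An unadjusted p-value under 0.05 was found for 3047 genes, against 858 expected by chance. In all 510 genes the 3 Sox9cKO values lay on the same side of the 3 Control values, which holds for 24.2% of the tested genes and is expected for 10% by chance. Samples with the same replicate number deviated together from their group means, with correlations across genes of 0.207, 0.472 and 0.542 for replicates 1 to 3 (mean 0.407, the highest of the 6 possible pairings). With the replicate number as a block, limma called 1381 genes, 868 higher and 513 lower, and these included all 510. In simulated data, which had no replicate effect, 14.6% of the calls of the block fit were false, against 8.04% without the block. The length and GC correction with the block, which was added after the data were examined, moved the count most, to 1514. The count tests on the recovered reads called 491 genes with edgeR, of which 470 were shared with limma, and 1213 with DESeq2, which included all 510 but had a false share of 23.3% in the simulation.

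**Figure D1:**
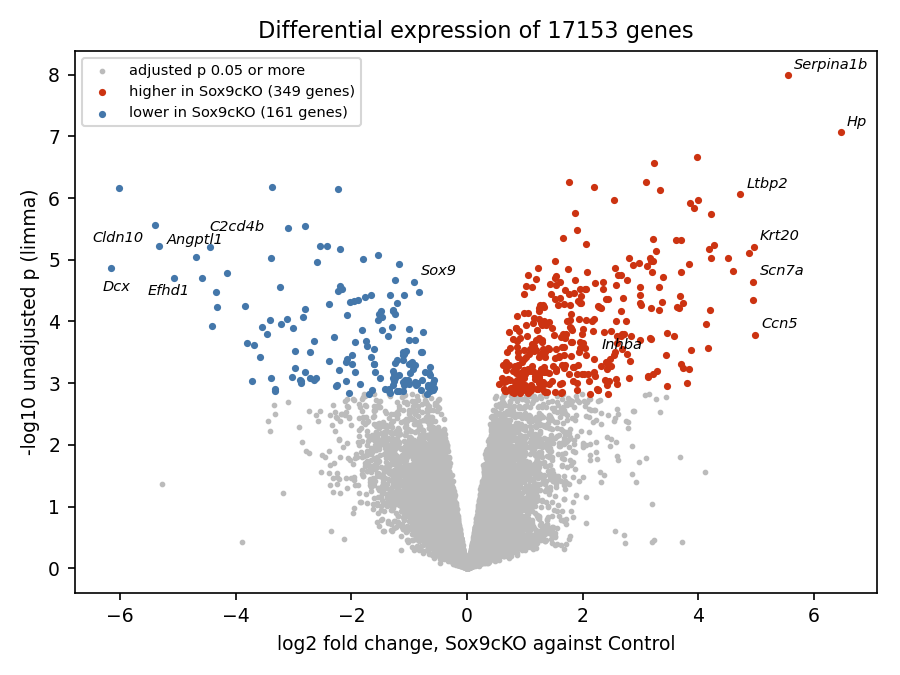
Each point is 1 of the 17153 genes tested, with the log2 fold change of Sox9cKO against Control on the x axis and the -log10 of the unadjusted limma p-value on the y axis. Genes with an adjusted p-value under 0.05 are coloured (349 higher, 161 lower), and labels mark genes named in the text, from Dcx at -6.16 to Hp at 6.46.

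Among called genes that the naming rule covers, the largest rise was that of Hp (haptoglobin, ENSMUSG00000031722), from 25.6 ± 2.55 in Control to 2499 ± 1165 in Sox9cKO (SD, n = 3). Its log2 fold change was 6.46 with a standard error of 0.30 (limma, adjusted p 0.000735, or 0.000528 with the replicate block). Serpina1b (ENSMUSG00000071178) followed with a log2 fold change of 5.55, from 43.0 ± 9.78 to 2028 ± 201, but it belongs to a family of near-identical paralogs and the assignment of reads among them is uncertain. Ccn5 (ENSMUSG00000027656) had at most 3 reads in any Control sample and a mean of 69.3 ± 39.4 in Sox9cKO, which is at least 20.04-fold higher. Krt20 (ENSMUSG00000035775) rose from 36.9 ± 24.3 to 1069 ± 334 and Scn7a (ENSMUSG00000034810) from 12.5 ± 5.90 to 422 ± 203, each with a log2 fold change of 4.95.

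On the log2(value + 1) scale, the largest fall among these genes was that of Dcx (ENSMUSG00000031285), from 423 ± 142 in Control to 6.40 ± 6.56 in Sox9cKO (SD, n = 3). Its log2 fold change was -6.16 with a standard error of 0.60 (limma, adjusted p 0.00412, or 0.000755 with the replicate block). Cldn10 (ENSMUSG00000022132) had a mean of 49.5 ± 4.11 in Control and at most 1 read in any Sox9cKO sample, which is at least 14.6-fold lower. With a pseudocount of 0.1, Cldn10 fell more (-7.80) than Dcx (-6.47), as it did with edgeR (-6.78 against -6.06) and DESeq2 (-7.12 against -6.08). Angptl1 (ENSMUSG00000033544) fell from 109 ± 52.6 to 3.03 ± 0.874, Efhd1 (ENSMUSG00000026255) from 113 ± 27.6 to 4.27 ± 3.21, and C2cd4b (ENSMUSG00000091956) from 190 ± 79.1 to 7.12 ± 0.730. Their log2 fold changes were -4.69, -4.58 and -4.45. With limma, the adjusted p-values of these genes and of the 5 with the largest rises lay between 0.000176 and 0.0134, and between 0.000155 and 0.0113 with the replicate block. Of these 10 genes, Ccn5 alone lost its call under some alternatives (adjusted p up to 0.0642, with voom weights), and its range of log2 fold changes was 3.42 to 6.51.

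The second comparison addressed TGF-beta and activin signalling in Sox9cKO cells, where the reads assigned to Sox9 were reduced but not absent. Inhba, which encodes the subunit of activin A (ENSMUSG00000041324), rose from 838 ± 246 in Control to 3819 ± 1214 in Sox9cKO (SD, n = 3). Its log2 fold change was 2.19 with a standard error of 0.30 (limma, adjusted p 0.0122, or 0.00916 with the replicate block). Without Sox9cKO replicate 3, the adjusted p from limma was 0.0507 at a log2 fold change of 2.18. The activin antagonist gene Fst rose from 60.3 ± 27.1 to 768 ± 301 (log2 fold change 3.68) and the receptor gene Tgfbr2 from 1674 ± 206 to 3703 ± 568 (1.14). Among listed TGF-beta and activin targets, Ltbp2 rose from 40.9 ± 2.85 to 1180 ± 534 (log2 fold change 4.72) and Fn1 from 11789 ± 1894 to 43438 ± 2253 (1.89). The adjusted p-values of these 4 genes with limma lay between 0.00123 and 0.0105, and between 0.000755 and 0.00712 with the block. Of these 4, Tgfbr2 lost its call in 2 of the 6 fits that each left out 1 sample.

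**Figure D2:**
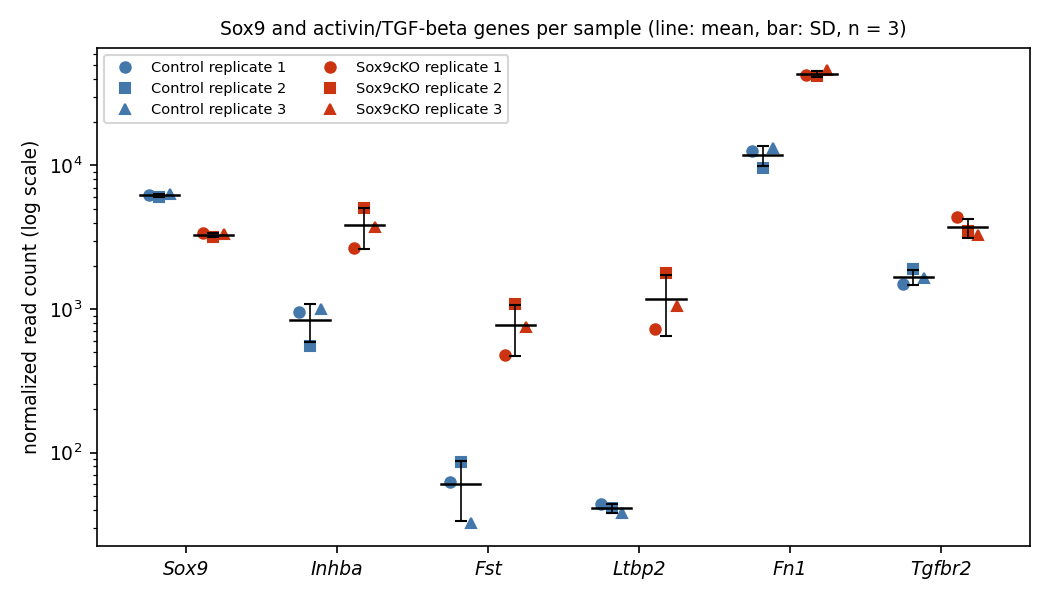
Normalized read counts (log scale) of Sox9 and 5 genes of the TGF-beta and activin lists in each sample, with marker shapes for replicates 1 to 3, colours for the groups, lines for group means and bars for the SD (n = 3). Sox9 is lower in each of the 3 Sox9cKO samples than in any Control sample, and Inhba, Fst, Ltbp2, Fn1 and Tgfbr2 are higher.

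Over whole lists, this direction did not pass the threshold. The 19 tested TGF-beta and activin targets had a mean log2 fold change of 0.46, with 10 genes higher (camera, adjusted p 0.413, or 0.328 with the replicate block). The 17 tested ligands, receptors and mediators had a mean of 0.50, also with 10 higher (camera, adjusted p 0.413, or 0.257 with the block). Without a filter on low values, both lists passed the threshold (camera, adjusted p 0.0491 and 0.0369). Tgfb3, chosen after its values were seen, fell with a log2 fold change of -1.09 (limma, adjusted p 0.0207, or 0.00955 with the block).

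The third comparison concerned biliary identity and maturation. The 18 biliary markers had a mean log2 fold change of 0.047 (camera, adjusted p 0.912, or 0.819 with the replicate block), with 7 genes higher. Krt7 was called, rising from 1948 ± 196 to 3958 ± 1018 (SD, n = 3; log2 fold change 0.997). Its limma adjusted p was 0.0408, or 0.00835 with the block, and it lost its call under 7 of the 24 alternatives, 5 of them fits that left out 1 sample (adjusted p up to 0.152). The 13 tested genes of biliary transport had a mean of 0.052 (camera, adjusted p 0.912, or 0.819 with the block). Among them, Ggt1 fell from 76.7 ± 22.9 to 20.5 ± 5.91 (log2 fold change -1.84; limma adjusted p 0.0398, or 0.00809 with the block). Both list means changed sign under quantile normalization, to -0.075 and -0.026. Of 13 listed hepatoblast and fetal liver genes, 7 could be tested, and their mean was -0.30, with 3 higher (camera, adjusted p 0.413, or 0.645 with the block). Peg3, of this list, fell from 3869 ± 1086 to 831 ± 152 (log2 fold change -2.19; limma adjusted p 0.00541, or 0.00105 with the block). Gpc3, of the same list and chosen after its values were seen, had a log2 fold change of 1.23 (limma adjusted p 0.119, or 0.0282 with the block).

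The remaining lists covered other pathways and other cell types. The 16 hepatocyte genes had a mean log2 fold change of 1.06, with 12 higher and 5 called (camera, adjusted p 0.00221, or 0.00460 with the replicate block). The called genes included Fgb (3.62), Apob (2.97) and Fgg (2.87), while Alb (0.47), chosen after its values were seen, was not called (limma, adjusted p 0.380). The 5 called genes lay between 2.26 and 3.62 and the other genes of the list between -0.45 and 0.81. The mean therefore does not describe the hepatocyte list as a whole. The 12 immediate early and dissociation genes had a mean of -0.47, with 1 higher (camera, adjusted p 0.00418, or 0.00460 with the block). Atf3 fell (-1.005) and Dusp1 rose (0.87) within this list. Both list results depended on the test. With fry the adjusted p-values were 0.102 and 0.244, and with camera and the correlation estimated from the data they were 0.954 for both. The 10 endothelial genes had a mean of 1.002 (camera, adjusted p 0.413) that passed the threshold with the block (0.00460) and without Control replicate 2 (0.0201), and the samples of a group differed widely in these genes. The leukocyte and erythroid list had a mean of -0.52 (camera, adjusted p 0.413, or 0.0194 with the block) that also passed the threshold with an endothelial covariate added after the data were examined (0.00503) and without Control replicate 3 (0.0457), although Csf1r in this list rose (0.92). The lists for Notch, YAP, Sox family, primary cilium, proliferation, mesenchymal and sex-linked genes had camera adjusted p-values between 0.520 and 0.928, and between 0.167 and 0.899 with the block. Called genes among them were Dll1 (1.17), Sox6 (-0.88) and Arl13b (-0.94). Each of Ggt1, Atf3, Dusp1, Csf1r, Dll1, Sox6 and Arl13b lost its call under between 3 and 8 of the alternatives. Sox4, named beforehand, had a log2 fold change of 0.49 that was not called (limma, adjusted p 0.210), except with the block (0.0436) and with an Xist covariate added after the data were examined (0.0489). Over all lists, 196 of 214 named genes were tested, and 21 were called with adjustment over all genes against 36 with adjustment over the listed genes alone.

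**Figure D3:**
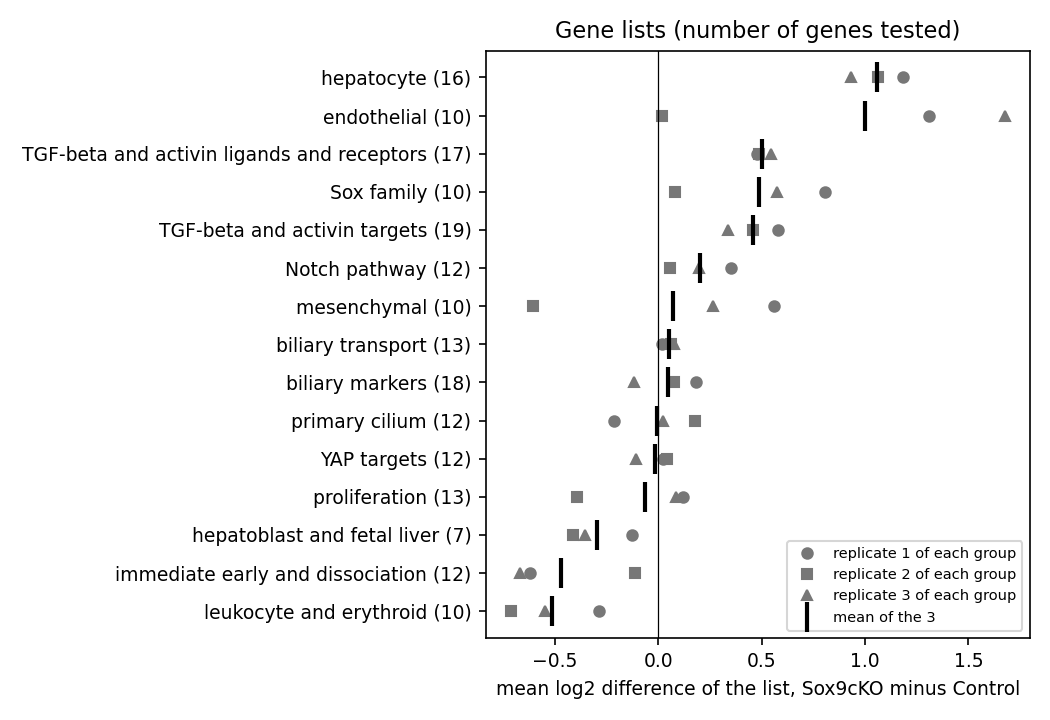
Mean log2 difference between Sox9cKO and Control for the genes of each list except the sex-linked list, which is not shown. A point marks each pair of same-numbered samples and a bar the mean of the 3. The hepatocyte list is above 0 in all 3 pairs (0.93 to 1.18), the endothelial list ranges from 0.02 to 1.68, and the biliary marker list lies on both sides of 0.

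**Figure D4:**
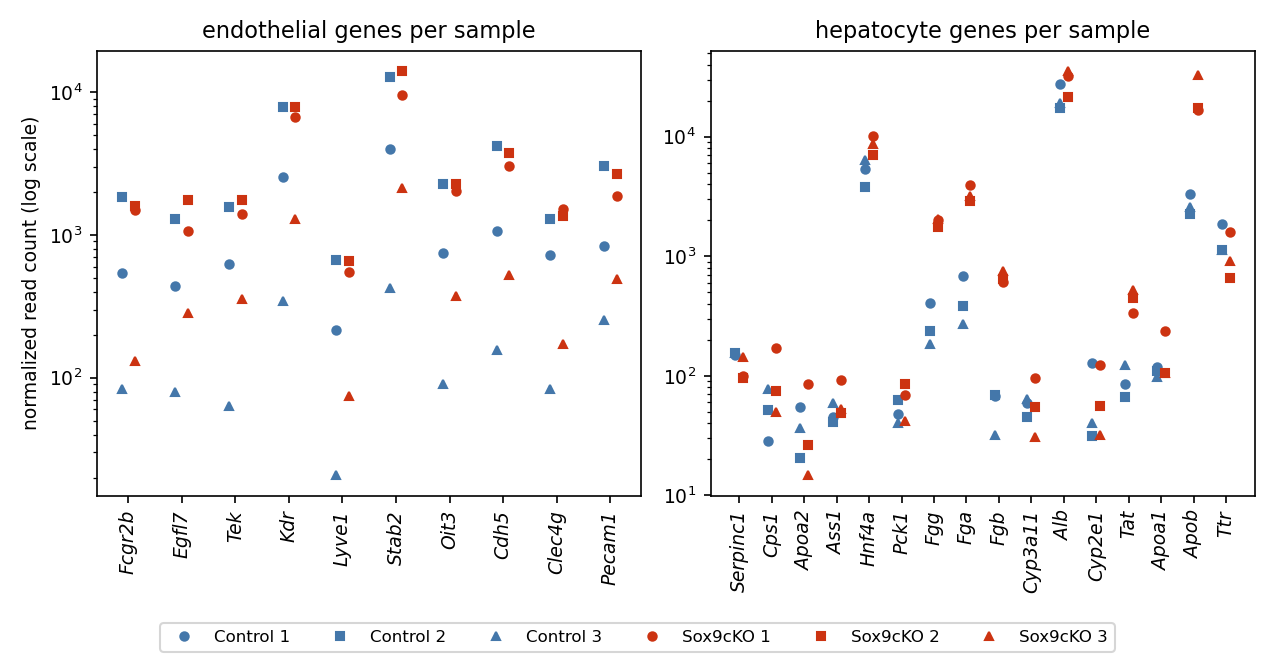
Normalized read counts (log scale) of 10 endothelial genes and 16 hepatocyte genes in each sample, with marker shapes for replicates and colours for groups. Endothelial genes are lowest in Control replicate 3 and differ between samples of the same group, while Fgb, Fgg and Apob are higher in every Sox9cKO sample than in any Control sample and Alb is not.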

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

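Each result was recomputed under 14 alternatives chosen before the data were examined, in 6 fits that each left out 1 sample, and under 6 alternatives chosen after the data were examined (the endothelial and Xist covariates, the length and GC correction with and without the block, voom weights, and background subtraction). Alternatives that concern single genes do not apply to the lists, and the reverse. At the minimum mean of 50, 3 named genes (Ggt1, Ccn5 and Cldn10) were filtered out and have no value.

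Sox9 was lower in Sox9cKO and called under all alternatives run, with log2 fold changes between -0.9997 and -0.88. Its adjusted p-values were at most 0.0337, and at most 0.0165 where all 6 samples were kept and the intensity trend was used. Over the fits that left out 1 sample the range was -0.93 to -0.88.

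The number of called genes stayed within a factor of 1.5 of 510 under the pseudocounts, filters and scalings tried. It was 490 and 552 with pseudocounts of 0.1 and 5, 548 without a filter, 434 at a minimum mean of 50, 520 with TMM factors and 511 with quantile normalization, against 510. The share of higher calls was 68.4%, and 68.8% and 60.5% under the latter pair of scalings, which moved the median log2 fold change of all tested genes from 0.036 to 0.043 and -0.031. Without the intensity trend 400 genes were called, 344 of them shared with the 510. Sample weights gave 1043 genes (631 higher, 412 lower), with 507 of the 510 among them. edgeR without the block gave 491 and voom weights 441, of which 470 and 428 were shared. The replicate block gave 1381 (868 higher, 513 lower), DESeq2 gave 1213 (720 higher, 493 lower) and edgeR with the replicate block gave 1160 (664 higher, 496 lower), each with all 510 included. The length and GC correction with the replicate block gave 1514 (910 higher, 604 lower), again with all 510. With the Xist covariate 359 were called, 318 of them shared, and the number lower was 99. The cause of these differences was not tested. In simulated data DESeq2 made false calls more often than limma or edgeR, so its larger count may hold more of them. The simulated data had no replicate effect and cannot judge the larger counts with the block. Over the 6 fits that each left out 1 sample, 200 to 389 genes were called, 153 to 275 higher and 47 to 114 lower. Where tested, none of the 510 genes changed sign in these fits or in the alternatives above. After background subtraction 1 of them did.

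Of the gene lists, the TGF-beta and activin targets passed the threshold without a filter (mean log2 fold change 0.476, adjusted p 0.0491) and in no other alternative (adjusted p up to 0.954). Their mean stayed positive throughout, from 0.357 to 0.604, and the cause was not tested. The ligands and receptors also passed it without a filter (adjusted p 0.0369, up to 0.954 elsewhere). Biliary transport had a negative mean without a filter (-0.0803) and with quantile normalization (-0.0263), and biliary markers with quantile normalization (-0.0746). When 1 sample was left out, the means ranged from -0.0303 to 0.150 for biliary transport and from -0.0991 to 0.171 for biliary markers. Neither list passed the threshold in any alternative, so these lists had no stable direction. The cause was not tested under these alternatives. The mean of the hepatoblast list stayed negative (-0.464 to -0.105) and never passed the threshold. It does not describe the list as a whole, since 3 of the 7 tested genes were higher and Peg3 had by far the largest change (-2.19).

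The hepatocyte list kept its direction, but not its side of the threshold, with fry and with camera using the estimated correlation (mean 1.06, adjusted p 0.102 and 0.954). The same held for the immediate early list (mean -0.468, adjusted p 0.244 and 0.954). These tests share the fold changes with the fixed-correlation camera. fry also asks a different question. As used here, it asks whether the genes of the list shift in one direction, without regard to other genes. camera asks whether they change more than other genes. Over the fits that left out 1 sample, the hepatocyte mean ranged from 0.870 to 1.19 (adjusted p up to 0.110) and the immediate early mean from -0.637 to -0.279 (adjusted p up to 0.104). The leukocyte list had a positive mean at a minimum mean of 50 (0.265). Besides the block, it passed the threshold with the endothelial covariate (-0.884, adjusted p 0.00503) and without Control replicate 3 (-0.925, adjusted p 0.0457), while its adjusted p went up to 0.954 elsewhere. When 1 sample was left out, the endothelial list ranged from -0.213 to 2.01.

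Of the 29 genes besides Sox9 that the naming rule selected, none changed direction where computed. The other genes named in the text are not covered by the counts that follow. Outside the fits that left out 1 sample, 16 calls were lost, of which 7 without the intensity trend, 5 with the Xist covariate, 3 with voom weights and 1 with quantile normalization. The 2 gained were both Sox4, with the block and with the Xist covariate. Another 43 calls were lost over the 6 fits with 1 sample left out, where the test has less power. Depth limits genes such as Ccn5 and Cldn10, for which the size of the change is only bounded.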

Other observations

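Of the 24 tests below, 18 were chosen before the result they measure was seen. The other 6 were chosen afterwards: the endothelial covariate, the correlation within the endothelial list, both comparisons with library size, the share of receptor genes that fall, and the comparison of low-value genes with satellite-like transcripts. The added gene lists (hepatocyte metabolic, acute phase, heat shock and satellite-like) were written after the patterns they bear on were seen, and the satellite-like list after 3 of its members were seen to fall.

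The 6 samples can be split into 3 and 3 in 10 ways, so the share of splits with a result as large as the real one cannot go below 0.1, and this check cannot exclude a chance split. For the number of called genes, the number higher, the number lower and the Sox9 statistic, 1 of the 10 splits, the real one, gave a result as large in each case. The other splits called between 0 and 7 genes. Each of them mixes Control and Sox9cKO samples on both sides. A difference between the groups then adds to the spread within sides, which lowers the calls. These counts therefore do not show what chance alone would give. Among the 4 splits that part all 3 same-numbered pairs, 1 gave as many called genes, again the real one. The split with 7 calls, Control replicates 1 and 3 with Sox9cKO replicate 1 against the others, separates the samples with high Xist from those with Y-linked transcripts. For the lists, 1 of the 10 splits gave a camera p-value as small for hepatocyte genes, 3 for immediate early genes, 5 for TGF-beta and activin targets, 4 for hepatoblast genes, and 9 each for biliary markers and biliary transport. The immediate early result is therefore matched by other splits of these samples, and the smallest of its p-values (3.89e-06) came from the split that follows Xist. The same split gave a camera p-value of 2.49e-06 for biliary markers and 0.0342 for biliary transport, against 0.824 and 0.855 for the real split, but other splits gave small values too: Control replicate 1 with Sox9cKO replicates 1 and 3 against the rest gave 0.000946 and 0.0126 for these lists, so the variation is not specific to the Xist split.

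The 510 called genes were not largely explained by 3 technical or sample differences that were tested. After removal of each sample's trend with transcript length and GC content, 477 stayed called. With the endothelial score as a covariate, 500 did. With Xist as a covariate, 318 did, so a part of the calls was sensitive to it. The samples differed in sex-linked transcripts in a way that the groups did not balance. Xist was at 31917, 32279 and 27852 normalized reads in Control replicates 1 and 3 and Sox9cKO replicate 1, and at most 10.2 in the others. Ddx3y was at 2316, 2256 and 2323 in Control replicate 2 and Sox9cKO replicates 2 and 3, and at 0 in the others. Of the called genes, 16 lie on chromosome X or Y, and 0 of these on Y. The labels give no sex.

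Endothelial genes varied over a 22.0-fold range in their mean level across the 6 samples, and samples of the same group differed. A candidate explanation is a varying amount of RNA from endothelial cells. The 10 genes deviated together within groups, with a mean pairwise correlation of 0.986 against a median of 0.005 for random lists matched on expression (percentile 100 among 10000 lists). The score did not follow library size in a way that these data can resolve (Pearson's r 0.775, exact permutation p 0.0861, adjusted 0.0984; Spearman's rho 0.600, exact p 0.242, adjusted 0.276). Without the 2 samples farthest in library size, r was -0.936, so that relation rests on those samples. Within the groups r was 0.745 in Control and 0.9997 in Sox9cKO. The values are already divided by size factors, and the reads per sample, from 11883496 to 16191990, differed far less than the score, so the number of reads alone does not give this range. Several listed genes of the report followed the endothelial score over the 6 samples. Aqp1, Sox7, Tgfb1, Col4a1 and Inhbb were picked from the lists after their values were seen and are not among the tests counted above, so their p-values, adjusted over the 8 relations computed here, describe these samples and do not test the relation. Aqp1 had r 0.999 (exact permutation p 0.00139, adjusted 0.00741; rho 1, exact p 0.00278, adjusted 0.0222), Sox7 r 0.975 (exact p 0.00278, adjusted 0.00741; rho 0.943, exact p 0.0167, adjusted 0.0444) and Tgfb1 r 0.977 (exact p 0.00278, adjusted 0.00741; rho 0.943, exact p 0.0167, adjusted 0.0444). Col4a1 had r 0.965 (exact p 0.00694, adjusted 0.0139; rho 0.829, exact p 0.0583, adjusted 0.117) and Inhbb r 0.910 (exact p 0.0167, adjusted 0.0267; rho 0.771, exact p 0.103, adjusted 0.164). Leaving out the 2 samples farthest in the score gave r of 0.992, 0.996, 0.982, 0.924 and 0.845 in the same order. Within groups of 3 samples a correlation has no usable test; the values were 0.966 or higher in each group for these 5 genes. Fold changes of such genes in the TGF-beta, transport and Sox lists may reflect endothelial RNA as much as biliary cells.

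Plasma protein genes (Hp, Fgb, Fgg, Apob) rose in Sox9cKO. RNA from hepatocytes was tested with 24 hepatocyte metabolic genes not used before. The 16 of them that could be tested had a mean log2 fold change of 0.284, below the 1 set in advance, which goes against more hepatocyte RNA in the Sox9cKO samples as the whole explanation. Of the 16 genes, 10 were higher, and the 2 called, chosen after their values were seen, moved in opposite directions (Bhmt 2.43, Apoc1 -1.53). An acute phase programme was tested with 18 genes. The 12 tested had a mean of 0.714, also below the 1 set in advance, so by that rule it was not met. Of these 12 genes, 8 were higher and 4 were called, all higher (Lcn2, Steap4, Lbp and C4b, chosen after their values were seen), with an unadjusted camera p of 0.00513. The outcome leaves a partial rise of acute phase genes open as a hypothesis.

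Immediate early genes were lower in Sox9cKO. A difference in handling stress was tested with 10 heat shock genes outside that list. Their mean log2 fold change was -0.0429, smaller than the fall of 0.25 set in advance. The mean was raised by Hspb1 (1.22, chosen after its values were seen), while the other 9 were lower. The median was -0.103 and the log2 ratio of the summed values -0.231, both also short of that size, so a smaller difference in stress is not excluded. The unequal mix of Xist-high samples in the groups remains a possible explanation of a part of the fall, since the split that follows Xist gave a smaller p-value than the real one. That result is not specific to Xist. Control replicates 1 and 3 with Sox9cKO replicate 2 against the rest also gave a smaller camera p-value (3.29e-05 against 0.000523). The list mean changed by -0.620 and -0.114 in same-numbered pairs 1 and 2, which are alike in Xist, and by -0.670 in pair 3, which is not. With Xist as a covariate, the mean log2 fold change of the list went from -0.47 to -0.33 (camera, adjusted p 0.0205, with a range of 0.000304 to 0.954 over the alternatives run).

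Satellite-like transcripts were lower in Sox9cKO. All 10 that were tested fell, with a mean log2 fold change of -2.65, and 3 were called. Their summed values were 15563, 13107 and 6431 in Control replicates 1 to 3 and 2212, 2132 and 590 in Sox9cKO replicates 1 to 3. A pair of tests of genomic DNA or other background reads gave different answers. The sum over 164 olfactory and vomeronasal receptor genes, which are not expected in these cells, had a log2 ratio of -0.261, short of the -0.5 set in advance, but a single gene, Olfr1372-ps1, picked out after its values were seen, made up 63.8% of that sum. Counting genes instead, which was chosen after the sum had been seen, 95.1% of the receptor genes (156 of 164) had a lower mean in Sox9cKO, against at most 85.4% in any other split. Of 8149 genes with a mean under 10, 5876 (72.1%) were lower in Sox9cKO. The sum of these low-value genes and the satellite-like sum had r 0.800 (exact permutation p 0.0528, adjusted 0.0704; rho 0.657, exact p 0.175, adjusted 0.233), r 0.858 without the 2 farthest samples, and 0.122 and -0.340 within the Control and Sox9cKO groups, so the relation mostly follows the groups. Over the 6 samples, library size had no resolvable relation with the satellite-like sum (r 0.369, exact permutation p 0.467, adjusted 0.467; rho 0.314, exact p 0.564, adjusted 0.564; r 0.427 without the 2 farthest samples). Within the groups r was 0.983 in Control and 0.989 in Sox9cKO, with too few samples in each for a test, and the reads differed far less than these sums. A lower background of reads from genomic DNA or unexpressed regions in Sox9cKO libraries may account for the fall of the satellite-like transcripts, and a biological difference cannot be told apart from it. The median receptor value per kb of transcript was 0.495, 0.654 and 0.442 in Control and 0.0758, 0.121 and 0 in Sox9cKO. This background is small for most called genes: after its subtraction, 148 of the 161 lower calls stayed called, and 347 of the 349 higher calls.

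EGFP was listed with 1, 1 and 0 reads in Control replicates 1 to 3, and 0, 10 and 0 reads in Sox9cKO replicates 1 to 3. No explanation was tested.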
